A study of Mus musculus with 2 samples. Its data were reported in "Adipocyte death promotes hepatic infiltration of S100A8+ macrophages and steatotic liver disease progression in mice" (2025).

How the data were processed

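Liver cells of male mice were profiled by droplet single-cell RNA-seq. The mice were wild type (WT) or carried a Bcl2 transgene expressed in adipocytes (Bcl2TG, the genotype named Bcl2AdTG in the study). They were 8 weeks old at the start of a high-fat diet (HFD) with 60% of its energy from fat, and the diet lasted 4 months. Each genotype had 1 library, so there was no replicate and no check of the spread between mice. The livers were dissociated mechanically, passed through a strainer and a Percoll density gradient, and loaded on 1 lane per sample with a target of 8000 cells. No sort or gate selected a cell type. The gradient separates cells by density, so the shares below are of the cells recovered after it, not of the whole liver.

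The authors aligned the reads to mm10 with Cell Ranger (version not stated), and the deposited matrices hold raw UMI counts per gene and barcode, with no normalization. Per the labels and the values, these are the barcodes that Cell Ranger called as cells. Each barcode had at least 500 UMIs, and barcodes with up to 95.5% (WT) and 93.9% (Bcl2TG) mitochondrial UMIs were still present, so the later filters of the authors had not been applied. The matrices held 11626 WT and 8173 Bcl2TG barcodes with 52433959 and 36197028 UMIs. The cell labels of the authors were not used here, so every cell class below was rebuilt and a difference from the study can come from rebuilt names.

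Barcodes were kept with at least 200 genes and at most 20% mitochondrial UMIs, since the thresholds of the study were not stated. The gene minimum removed 47 WT and 15 Bcl2TG barcodes and the mitochondrial limit 465 and 408. Doublets were called per library with Scrublet (scanpy 1.11.5) at its automatic threshold, which marked 418 WT barcodes (3.60%) and 173 Bcl2TG barcodes (2.12%), and were removed. This left 10724 WT cells with a median of 2799 UMIs and 7582 Bcl2TG cells with a median of 3010 UMIs, together 18306 of 19799 barcodes, in which 21973 genes were detected. Clustering followed the study in Seurat 5.3.0 (R 4.3.3), with log normalization, variable features, integration of both libraries by reciprocal principal component analysis, 30 principal components and resolution 0.1. The seed was 20240.

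Clusters were named from 23 marker lists fixed before the data were examined. A cluster was called by a class name, with "-like", when at least 3 of its 10 leading genes were markers of that class. The leading genes had the largest fold over the other clusters among genes found in at least 25% of the cluster's cells. A margin of at least 2 markers over the next class was also asked for, a choice made after the data were seen. It left cluster 6, led by cycling and dendritic cell markers, to be compared by number. Cluster 11 had fewer than 3 markers of any class and is also given by number. Clusters of resolution 0.3 were looked at after the data were seen, because cluster 4 at resolution 0.1 joined a Kupffer-like part and a part led by other genes. Under another setting a cluster took the class that most of its cells had at resolution 0.1. An exception was made after the data were seen: a cluster with S100a8 in over 25% of its cells and no marker of that class among its leading genes was left unnamed.

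Shares of cells carry exact Clopper-Pearson intervals, and ratios of shares and of counts carry exact conditional intervals, all at the 95% level and over counting error only. For expression, UMIs were summed per library and class in classes with at least 100 kept cells per library, and given as CPM, counts scaled to the same total for every class. Ratios are Bcl2TG over WT. Log2 ratios used a prior of 10 CPM on both sides, over genes with at least 50 summed counts in 1 library. A count of 0 was read as allowing up to 3 counts. Cells are not replicates, so no p-value, standard error or count of changed genes was made from them. Scaling by trimmed mean of M values (TMM, edgeR 4.0.16) was computed beside CPM. Where it moved the median of all genes by more than 0.1 on the log2 scale, ratios are given relative to that shift.

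The genes named per class were, by a rule fixed before the data were examined, the members of 19 gene lists, the 5 genes with the largest and the 5 with the smallest log2 ratio, and Bcl2, S100a8, S100a9, Adgre1, Trem2, Cd36 and Ccn3 in every class. The single values of 3 list members are not reported here and are not counted among the alternatives, while the medians of their lists include them. The 10 extreme genes had at least 100 CPM in 1 library and a ratio interval that left out 1. Mitochondrial, ribosomal, hemoglobin, Xist and Y-linked genes were left out, as were, outside hepatocytes, genes at over 5 times their class level in hepatocytes. The lists cover TREM2 lipid-associated macrophages, C1q with efferocytosis and lipid handling, inflammatory mediators, S100 alarmins, PPARgamma targets with fatty acid uptake, lipogenesis, fatty acid oxidation, cholesterol synthesis, pericentral and periportal hepatocytes, acute phase, extracellular matrix with fibrogenesis, MHC class II, interferon response, T cell exhaustion with cytotoxicity, endothelial activation with capillarization, dissociation stress, CCN factors and apoptosis regulators. Which list is given for which class, and which 6 lists count among the main results in the comparison of alternatives, was chosen after the data were seen. The median log2 ratio of a list is set beside its percentile among 10000 random lists of the same size, matched in 20 bins of mean expression, as a description and not a test.

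Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs, which left out 2355 WT and 1456 Bcl2TG cells below that depth. The share in T and B cells, which should lack the gene, is given beside them as the level that free RNA gives in those cells. It can differ in cells of another depth. The intervals and the percentile of a list were run on simulated Poisson counts, drawn from the pooled counts of a class with 200 genes changed. The intervals assume this model, so the run checks the computation only. It does not cover counts clumped in single cells or the spread between mice. In these counts the interval left out 1 for 4.89% of unchanged genes in hepatocyte, Bcl2TG over WT (8136 genes). It did so for 4.90% in macrophage, Bcl2TG over WT (8923 genes), and 4.39% in T cell, Bcl2TG over WT (7703 genes). In the same data the interval left out 1 for 72.7% of the genes changed 1.5-fold in hepatocyte, Bcl2TG over WT (8136 genes), and 93.8% of those changed 2-fold. For macrophage, Bcl2TG over WT (8923 genes), these shares were 98.5% at 1.5-fold and 100% at 2-fold, and for T cell, Bcl2TG over WT (7703 genes), 90.5% at 1.5-fold and 100% at 2-fold.

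The 39 alternatives planned before the data were examined and 5 added afterwards covered the gene minimum, the mitochondrial limit, doublet removal, integration, resolution, the denominator of a share, the UMI threshold, thinning, the scaling, the mean over single cells, the prior and the count minimum. The added ones covered the clusters of resolution 0.3, the shares outside hepatocytes and the mixed cluster, and the cell with the most counts left out.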

Results

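Liver cells of WT and Bcl2TG mice on HFD fell into classes led by markers of hepatocytes, endothelial cells, T cells, macrophages, Kupffer cells, B cells, neutrophils, plasmacytoid dendritic cells, NK cells, cholangiocytes and basophils. The genotypes are compared here by the share of each class and by expression within it. Each genotype had 1 library, so every interval covers counting error only and every value describes these 2 samples. With 1 library per group, a cluster mostly of 1 library may be that library, not a type.

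Bcl2, the gene overexpressed in adipocytes of the Bcl2TG mice, encodes an inhibitor of apoptosis. Its ratio of Bcl2TG over WT was 0.987 [0.853–1.14] in macrophage-like cells, 0.999 [0.860–1.16] in endothelial-like cells and 0.944 [0.891–0.999] in T-like cells. Relative to the shift of all genes given below, it was 1.15 [0.988–1.34] in B-like cells and 0.743 in NK-like cells. The transgene is specific to adipocytes and adipocytes are not a liver class, so these values check neither the labels nor the transgene.

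Hepatocyte-like cells had shallow barcodes, at medians of 1174 and 1098 UMIs against 5093 and 4252.5 in endothelial-like cells. They made up 33.9% [33.0–34.8] of the WT cells and 24.1% [23.1–25.04] of the Bcl2TG cells, a ratio of 0.709 [0.670–0.750]. T-like cells had the opposite direction, with 8.06% [7.55–8.59] in WT and 13.2% [12.4–14.0] in Bcl2TG (ratio 1.64 [1.49–1.79]). Macrophage-like cells made up 7.98% [7.48–8.51] and 11.8% [11.1–12.6] (ratio 1.48 [1.35–1.63]). Endothelial-like cells (ratio 1.03 [0.957–1.10]), plasmacytoid dendritic-like cells (1.001) and NK-like cells (1.004) had similar shares of all kept cells. Outside the hepatocyte-like cells and the unnamed cluster described below, a denominator chosen after the data were seen, their ratios were 0.815 [0.760–0.875], 0.796 [0.646–0.979] and 0.798 [0.644–0.985], and that of neutrophil-like cells was 0.983. Of all kept cells, B-like cells had a ratio of 1.07, neutrophil-like cells 1.24 [1.05–1.46] and cholangiocyte-like cells 1.27 [1.03–1.57]. With the narrower denominator, cholangiocyte-like cells had 1.01 [0.820–1.25] and B-like cells 0.853 [0.768–0.946]. Cluster 11, led by the hepatocyte genes Apob, Mug1 and Pzp at medians of 828 and 736 UMIs, held 33 WT and 113 Bcl2TG cells, the largest ratio of all clusters (4.84 [3.26–7.37]). Outside the hepatocyte-like cells the ratio was 1.42 [1.30–1.56] for T-like cells, 1.29 [1.17–1.42] for macrophage-like cells and 1.08 for neutrophil-like cells. The leading genes of some clusters themselves differed between the genotypes, Hamp in hepatocytes and S100a8, S100a9 and Mmp8 in neutrophils, so these shares are values of those clusters only. All are shares of the cells recovered after the density gradient, and whether recovery differed between the libraries was not tested.

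**Figure D1:**
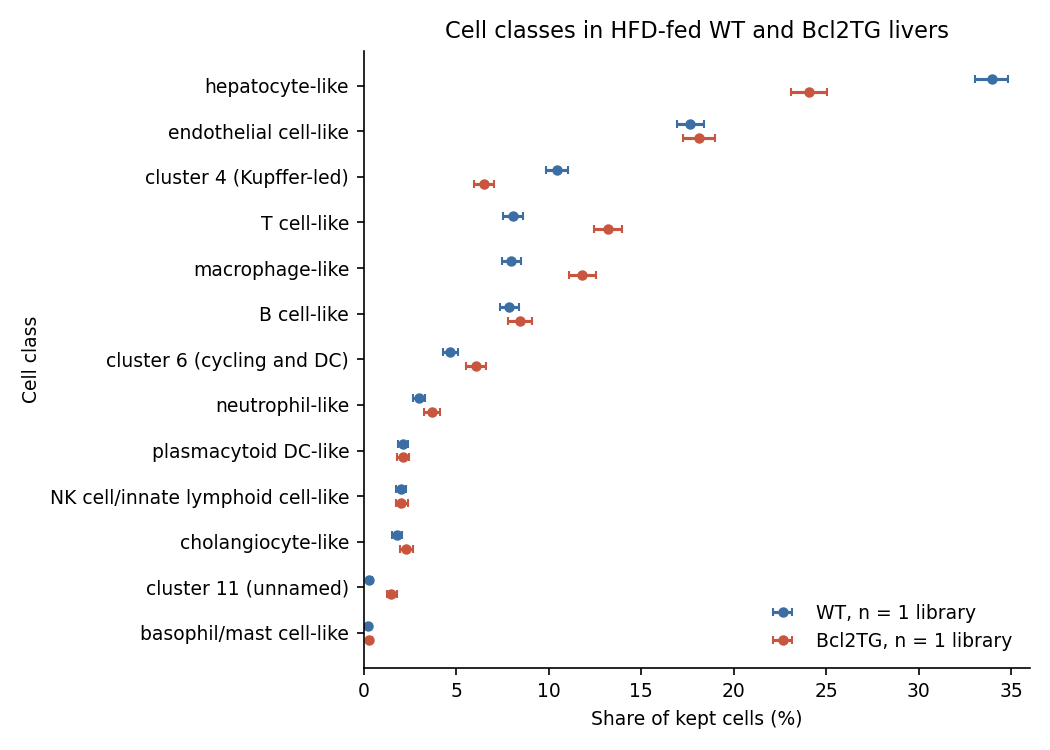
Share of kept cells (%) per cell class in the WT and the Bcl2TG library, with exact 95% intervals (1 library per genotype). Hepatocyte-like cells had the larger share in WT, and T-like and macrophage-like cells in Bcl2TG.

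Cluster 4, led by Kupffer cell markers, held 10.4% of the WT and 6.48% of the Bcl2TG cells (ratio 0.621 [0.557–0.691]). At resolution 0.3 it came apart into 2 clusters with opposite directions in their share of all kept cells. The Kupffer-like cluster held 3.54% of the WT and 4.999% of the Bcl2TG cells (ratio 1.41 [1.22–1.63]). Outside the hepatocyte-like cells and the other cluster its ratio was 1.12 [0.970–1.30], an interval that includes 1. The other cluster held 743 WT and 113 Bcl2TG barcodes, 6.93% and 1.49% of the cells (ratio 0.215 [0.175–0.263]), and no cell type could be named from its leading genes, which include Gm42418, AY036118, Lars2 and Apoh. With at least 500 genes per cell the matching cluster (553 WT and 86 Bcl2TG barcodes) met the naming rule as erythroid-like, led by Hbb-bs, Hba-a2 and Hba-a1, with S100a8 in 61.7% of its WT barcodes. S100a8, an alarmin of neutrophils, was found in 55.6% of the WT and 15.9% of the Bcl2TG barcodes of the resolution 0.3 cluster. After thinning these shares were 54.3% and 12.7%. Its barcodes had medians of 973 and 1103 UMIs. In WT the S100a8 level of this cluster was 763 CPM, against 73492 CPM in neutrophil-like cells, and its Adgre1 level (the gene of F4/80) was 98.8 CPM, against 791 CPM in Kupffer-like cells. It also held RNA of Clec4f (454 CPM), Clec4g (469 CPM), Igkc (1914 CPM) and Alb (5053 CPM), markers of 4 different cell types.

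**Figure D2:**
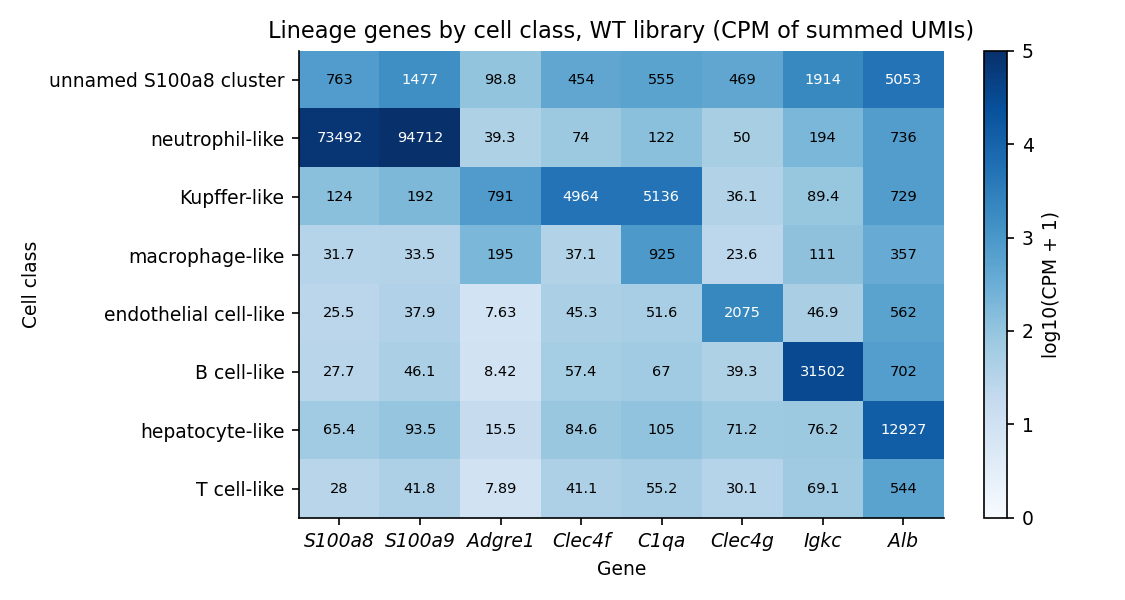
Level of 8 marker genes (log10 of CPM + 1, with the CPM printed) in 8 cell classes of the WT library. The unnamed cluster of resolution 0.3 held markers of several classes, each below its level in the class it marks.

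Cells with a UMI of both Adgre1 and S100a8 made up 2.46% [2.18–2.77] of the WT and 1.36% [1.11–1.65] of the Bcl2TG cells (264 and 103 cells, ratio 0.552 [0.435–0.695]). After thinning they made up 0.442% and 0.245% (37 and 15 cells, ratio 0.554 [0.282–1.03]). By the rule fixed before the data were examined, the cluster outside neutrophils richest in such cells was the macrophage-like cluster, in which 12.7% of the WT and 5.58% of the Bcl2TG cells were double-positive. The rule used all UMIs and so depended on depth. After thinning, 0.935% and 0.224% of the macrophage-like cells were double-positive, on few cells. In cluster 4 the thinned shares were higher, 2.80% and 1.24%, and in the unnamed cluster 3.43% and 1.59%. With all UMIs, S100a8 was found in 18.2% and 7.81% of the macrophage-like cells, and Adgre1 in 66.5% and 66.9%. The lower double-positive share in this cluster therefore came with S100a8 and not with Adgre1. T cells should lack S100a8, yet 12.04% of the WT and 3.40% of the Bcl2TG T-like cells held a UMI of it, at medians of 4652.5 and 3734 UMIs against 9777.5 and 9006 in the macrophage-like cells. After thinning the shares were 2.80% and 0.896% in macrophage-like cells, 3.35% and 0.955% in T-like cells, and 3.62% and 0.657% in B-like cells. By CPM, S100a8 in macrophage-like over T-like cells was 1.13 [0.910–1.42] in WT and 1.87 [1.28–2.79] in Bcl2TG, where 1 cell held 35.8% of the macrophage-like counts. The thinned share in macrophage-like cells was thus not above that in T-like cells, with few positive cells in Bcl2TG. No sort or gate removed neutrophils, in which 96.8% and 91.9% of the thinned cells held S100a8.

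**Figure D3:**
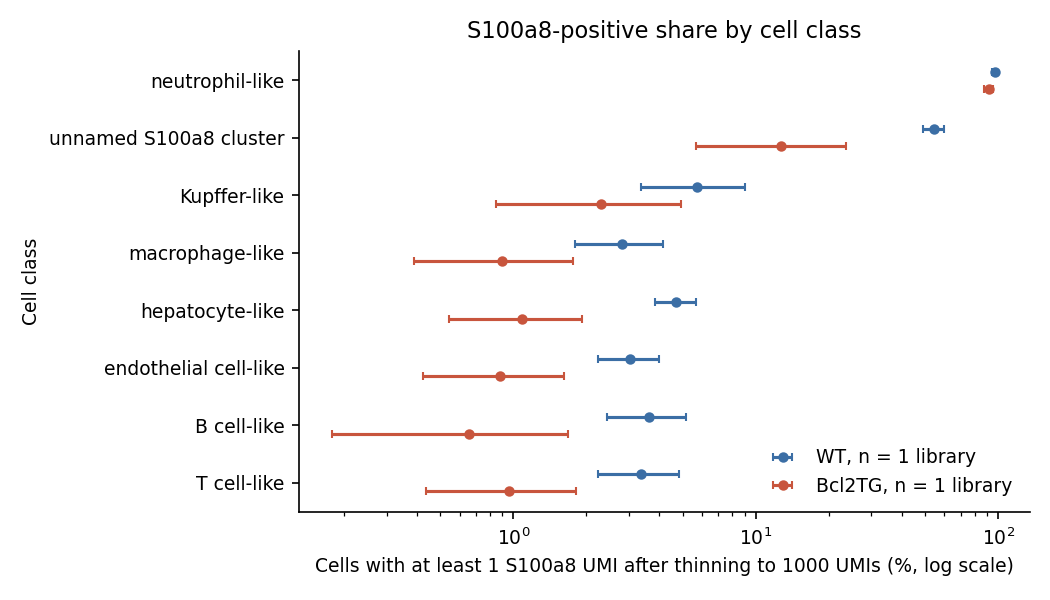
Share of cells with an S100a8 UMI (%, log axis) per cell class after thinning to 1000 UMIs, in the WT and the Bcl2TG library, with exact 95% intervals. WT was higher than Bcl2TG in T-like, B-like and macrophage-like cells alike.

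Macrophage-like cells of Bcl2TG had more RNA of lipid-associated and C1q genes and less of inflammatory mediators, though both lists were also higher in some other classes. Spp1, encoding osteopontin, was at 160 CPM in WT and 351 CPM in Bcl2TG (ratio 2.20 [2.06–2.34]), and Lpl, encoding lipoprotein lipase, at 644 and 982 CPM (1.53 [1.47–1.58]). Gpnmb had a ratio of 1.28 [1.21–1.35], Cd63 1.43 and Itgax 1.41. Trem2 itself was slightly lower, at 224 and 201 CPM (0.897 [0.839–0.959]). The TREM2 lipid-associated list had a median log2 ratio of 0.32 with 11 of 12 genes higher, at percentile 100 of the matched random lists. The same list had medians of 0.29 in T-like (6 of 7 higher) and 0.37 in plasmacytoid dendritic-like cells (2 of 3), and after the shift 0.24 in neutrophil-like (5 of 8) and 0.23 in B-like cells (4 of 5). Cells of this cluster with a Trem2 UMI made up 4.34% of the WT and 5.96% of the Bcl2TG cells (465 and 452 cells, ratio 1.37 [1.21–1.57]). Within the cluster 54.3% and 50.4% of the cells held Trem2, and 13.8% and 15.7% after thinning. The thinned share in T-like cells was 0.120% and 0.531%. Trem2 and Gpnmb are leading genes of this cluster.

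In the same macrophage-like cells C1qa was at 925 and 1259 CPM (1.36 [1.32–1.40]) and Nr1h3, encoding the sterol sensor LXR alpha, at 121 and 218 CPM (1.80 [1.66–1.94]). The efferocytosis receptors Mertk and Axl had ratios of 1.43 and 1.34, and the cholesterol exporter Abca1 1.30. The C1q list had a median log2 ratio of 0.36, with 11 of 12 genes higher. This was not specific to macrophage-like cells: the list had medians of 0.49 in T-like (10 of 10 higher) and 0.26 in endothelial-like cells (11 of 12), and after the shift 0.34 in hepatocyte-like, 0.31 in B-like and 0.55 in NK-like cells. The level of C1qa was far lower there, at 55.2 and 86.3 CPM in T-like and 51.6 and 87.9 CPM in endothelial-like cells. It was 67.0 and 102 CPM in B-like and 105 and 171 CPM in hepatocyte-like cells. Whether free RNA gave these values was not tested. Cd5l (3.08 [2.87–3.31]), Slc40a1 (2.35 [2.16–2.55]), Il18bp (2.15) and Hmox1 (1.92 [1.82–2.02]) were among the genes with the largest ratios. Cd5l, Slc40a1 and Il18bp are leading genes of the Kupffer-led cluster 4. Of 2 other Kupffer cell markers, picked after their values were seen, Clec4f was at 37.1 and 51.3 CPM in macrophage-like cells, no higher than in T-like cells (41.1 and 64.9 CPM) and far below Kupffer-like cells (4964 and 5450 CPM), and Vsig4 had a ratio of 0.733 [0.601–0.892]. The fatty acid receptor gene Cd36 was at 201 and 306 CPM (1.52 [1.43–1.62]), and the list of PPARgamma targets had a median of 0.17 with 7 of 7 genes higher. The MHC class II list had a median of 0.16 (7 of 7 higher), the interferon list −0.10 (4 of 12 higher) and the S100 list −0.06 (1 of 6 higher).

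Tnf was at 145 CPM in WT and 90.1 CPM in Bcl2TG in macrophage-like cells (0.621 [0.566–0.680]), and Ccl3 at 391 and 211 CPM (0.539 [0.509–0.572]). Nfkbia (0.578 [0.562–0.595]), Cxcl2 (0.658), Ccl4 (0.665), Nlrp3 (0.651) and Il1b (0.796 [0.774–0.820]) were also lower. Il6 had the opposite direction at a low level (5.73 and 9.48 CPM, 1.65 [1.14–2.41]), and Ptgs2 had a ratio of 1.002. The list of inflammatory mediators had a median log2 ratio of −0.46 with 3 of 13 genes higher, at percentile 0.

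Kupffer-like cells of resolution 0.3 had lower inflammatory mediators too. All genes of this class shifted by −0.10 on the log2 scale under TMM, and ratios are given relative to that shift. Tnf was at 123 and 32.1 CPM (0.243 [0.175–0.331]), Cxcl2 at 867 and 326 CPM (0.351 [0.317–0.387]) and Il1b at 651 and 369 CPM (0.529 [0.479–0.584]). Ptgs2 had the opposite direction (19.5 and 41.3 CPM, 1.97 [1.31–2.998]). The list of inflammatory mediators had a median of −0.67 after the shift, and the dissociation stress list −0.59 with 3 of 12 genes higher, so both were lower together in this class. S100a8 was at 124 and 13.1 CPM, with 70.9% of the WT counts in 1 cell and a CPM ratio of 0.323 [0.182–0.545] without the top cell of each library. The S100 list had a median of −0.82 after the shift with 0 of 6 genes higher. S100a8 was found in 5.72% and 2.30% of the thinned Kupffer-like cells. Trem2 was at 132 and 58.3 CPM (0.412 [0.321–0.525]), and the TREM2 list had a median of −0.11, unlike in macrophage-like cells. A Trem2 UMI was found in 9.76% and 7.66% of the thinned Kupffer-like cells (ratio 0.785 [0.421–1.44]). The C1q list had a median of 0.03, the interferon list −0.32 before the shift and Cd36 a ratio of 0.704. Fkbp5, a target of glucocorticoid signaling, was at 48.5 and 153 CPM (2.93 [2.31–3.74]).

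**Figure D4:**
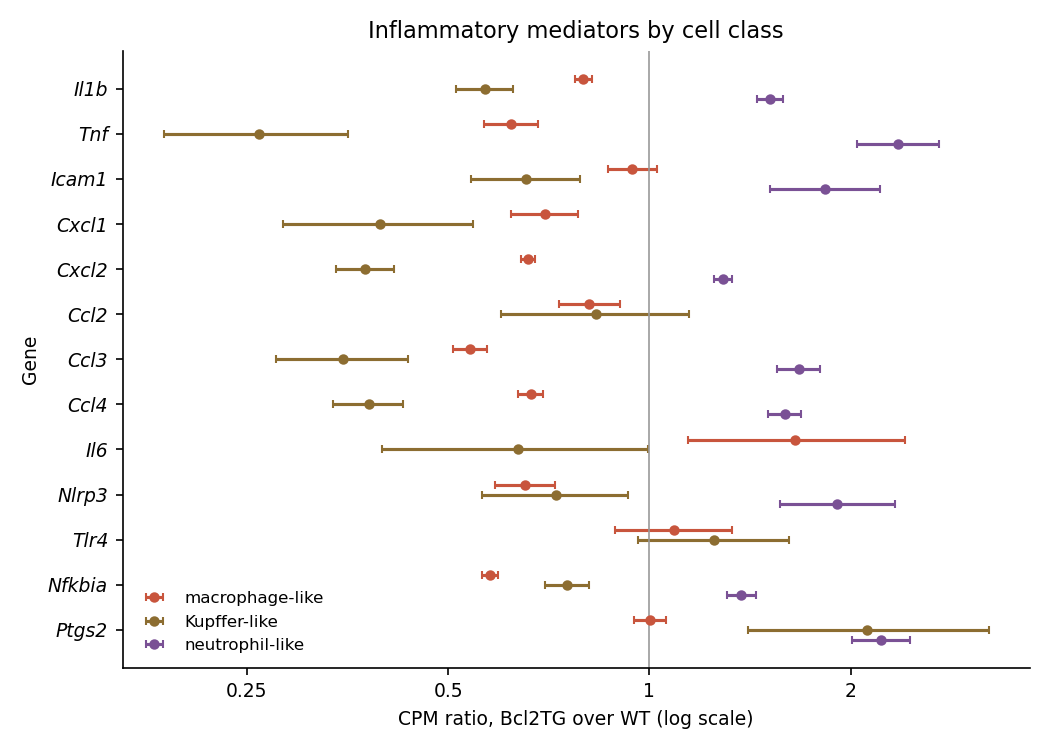
Ratio of CPM, Bcl2TG over WT (log axis), of inflammatory mediator genes in macrophage-like, Kupffer-like and neutrophil-like cells, with exact 95% intervals. Most ratios were below 1 in macrophage-like and Kupffer-like cells and above 1 in neutrophil-like cells.

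Hepatocyte-like cells of Bcl2TG had more RNA of lipogenic genes and less of most PPARgamma targets. Their barcodes were shallow, at medians of 1174 (WT) and 1098 (Bcl2TG) UMIs, and whether they were intact cells was not tested. Clock genes also differed between the libraries in this class, as given below, and their bearing on these lists was not tested. All genes shifted by −0.14 on the log2 scale, and ratios are given relative to that shift. Acly, encoding ATP citrate lyase, was at 177 and 289 CPM (1.49 [1.36–1.62]), Gpam at 52.4 and 95.8 CPM (1.66 [1.42–1.94]), Thrsp at 550 and 940 CPM (1.55 [1.48–1.63]) and Srebf1 at 12.3 and 21.5 CPM (1.60 [1.14–2.23]). Scd1 (1.11 [1.07–1.14]) and Fasn (1.09) differed less, and Acaca (0.961) and Me1 (1.001) did not follow. The lipogenesis list had a median of 0.36 after the shift, with 9 of 10 genes higher. Of the PPARgamma targets, the lipid droplet genes Plin2 (809 and 669 CPM, 0.751 [0.714–0.790]), Cidec (70.0 and 49.9 CPM, 0.648 [0.537–0.779]) and Cidea (0.482 [0.276–0.801]) were lower. That list, with fatty acid uptake, had a median of −0.27 after the shift with 2 of 10 genes higher. These were Ucp2 (1.83 [1.56–2.15]) and Cd36 at 135 and 173 CPM (1.16 [1.04–1.29]). Free RNA of other classes was not filtered out in this class. By CPM, Adgre1 (15.5 and 30.3) and Csf1r (31.6 and 49.2) were also higher there, and S100a8 (65.4 and 14.7) lower. Whether RNA of other classes gave the Ucp2 and Cd36 values was not tested. In whole liver the study reported lower lipogenic genes and Cd36 in Bcl2AdTG mice, and a weaker rise of Ucp2 with HFD, as given below. Of the lipogenic genes it gave as examples, Scd1 (1.11) and Fasn (1.09) were only slightly higher here.

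After the shift 7 of 10 periportal genes were higher in Bcl2TG hepatocyte-like cells, among them Sds (235 and 494 CPM, 1.91 [1.78–2.05]) and Pck1 (1589 and 2542 CPM, 1.45 [1.41–1.498]), and 3 were lower, among them Hsd17b13 (0.699 [0.620–0.786]). Of the pericentral genes, Glul (1.48 [1.43–1.53]), Oat (1.56 [1.51–1.62]) and Cyp2a5 (1.73 [1.49–2.02]) were higher and Cyp2c29 (0.829) and Gulo (0.833) lower. The periportal list had a median of 0.22, the pericentral list 0.32, cholesterol synthesis 0.13 and fatty acid oxidation −0.02 after the shift. The iron hormone gene Hamp was at 1729 and 719 CPM (0.378 [0.361–0.396]), while the acute phase list had a median of −0.14. Serpina1e (587 and 129 CPM, 0.200 [0.180–0.222]) had the lowest ratio, and Upp2 (3.35 [3.001–3.74]), Dbp (3.07 [2.59–3.63]), Rgs16 (2.67 [2.38–2.998]) and Lpin1 (2.58 [2.36–2.83]) were among the highest.

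T-like cells of Bcl2TG had more RNA of cytotoxic and exhaustion genes. Gzma, encoding granzyme A, was at 42.5 and 349 CPM (8.20 [7.01–9.64]), Gzmk at 36.3 and 107 CPM (2.95 [2.44–3.57]) and Ccl5 had a ratio of 2.10. The share of cells with Ccl5 was lower in Bcl2TG, 79.5% in WT and 74.0% in Bcl2TG, and 72.8% and 68.8% after thinning. The inhibitory receptor genes Pdcd1 (13.6 and 55.0 CPM, 4.04 [3.001–5.50]), Lag3 (15.1 and 96.9 CPM, 6.44 [4.92–8.55]) and Havcr2 (4.06 and 52.7 CPM, 12.97 [7.90–22.7]) were higher as well. Ifng was lower (276 and 173 CPM, 0.626 [0.568–0.689]), and Gzmb had a ratio of 1.39. The exhaustion and cytotoxicity list had a median log2 ratio of 0.94 with 9 of 10 genes higher, at percentile 100. Cd8a was found in 21.1% of the WT and 36.4% of the Bcl2TG T-like cells, and Cd4 in 24.7% and 17.3%. After thinning these shares were 10.5% and 18.8% for Cd8a, 8.503% and 6.48% for Cd4, and 1.80% and 9.66% for Gzma. The higher cytotoxic levels therefore came with a larger part of Cd8a-positive cells in the class. In B-like cells Gzma was found in 1.07% and 0.469% and Cd8a in 0% and 0.156%.

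Endothelial-like cells of Bcl2TG had less RNA of activation genes. Vcam1, encoding an adhesion molecule for leukocytes, was at 286 and 214 CPM (0.746 [0.697–0.798]), and the selectin genes Sele (0.463 [0.317–0.661]) and Selp (0.688) were lower. The activation list had a median of −0.11 with 2 of 10 genes higher, and the interferon list −0.24 with 2 of 12 higher. Isg15 of that list was lower (60.9 and 31.1 CPM, 0.510 [0.429–0.604]). The extracellular matrix list had a median of −0.03. The clock gene Nr1d1 was at 34.2 and 199 CPM (5.82 [5.15–6.59]) and Nr1d2 at 34.7 and 111 CPM (3.21 [2.81–3.67]). The early response genes Egr1 (495 and 103 CPM, 0.208 [0.191–0.227]) and Fosb (0.201) were lower, and so were Egr1 (0.145 [0.129–0.163]) and Fosb (0.296) in T-like cells. The dissociation stress list had medians of −0.85 in endothelial-like, −0.72 in T-like, −0.42 in plasmacytoid dendritic-like and −0.09 in macrophage-like cells. After the shift it had medians of −0.55 in NK-like, −0.59 in Kupffer-like, −0.25 in B-like, 0.22 in hepatocyte-like and 0.24 in neutrophil-like cells. Genes of that list respond to tissue handling, and each liver was handled once. Of the CCN factors, too few were measured for a list. Ccn1 was at 36.5 and 23.9 CPM (0.654 [0.534–0.798]) and Ccn2 at 226 and 252 CPM (1.11) in endothelial-like cells, where Ccn3 had 4 and 0 counts.

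Neutrophil-like cells of Bcl2TG had more RNA of inflammatory mediators, the opposite of the macrophage-like cells. All genes shifted by −0.11 on the log2 scale, and ratios are given relative to that shift. Cxcl10 was at 52.6 and 403 CPM (7.07 [5.31–9.54]), Gbp2 at 64.2 and 366 CPM (5.27 [4.03–6.96]), Tnf at 310 and 729 CPM (2.18 [1.89–2.51]) and Il1b at 3658 and 5538 CPM (1.40 [1.34–1.46]). The mediator list had a median of 0.62 with 9 of 9 genes higher, and the dissociation stress list was higher with it (0.24, 7 of 10). S100a8 (73492 and 44392 CPM, 0.558 [0.551–0.566]) and S100a9 (0.565) were lower, with Mmp8 (0.392) and Ly6c2 (0.314).

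Cholangiocyte-like cells of Bcl2TG had more RNA of MHC class II genes, with H2-Aa at 59.0 and 159 CPM (2.70 [2.19–3.35]) and Cd74 at 188 and 406 CPM (2.16 [1.91–2.45]). That list had a median of 0.99 with 5 of 5 genes higher. It was also higher in T-like (0.66, 5 of 5) and endothelial-like cells (0.28, 6 of 6) and, after the shift, in hepatocyte-like cells (0.42, 5 of 5), but lower after the shift in NK-like cells (−0.98, 0 of 4). In B-like (−0.18) and Kupffer-like cells (−0.13) it lay at percentiles 26.5 and 44.1, like other genes. The C1q list was higher in cholangiocyte-like cells as well (0.36, 5 of 6), and the source of this RNA was not tested. In B-like cells, where all genes shifted by −0.13, Cxcr4 was at 576 and 1076 CPM (1.70 [1.60–1.82]) and S100a6 at 160 and 71.3 CPM (0.408 [0.336–0.493]). In NK-like cells, where all genes shifted by −0.10, S1pr5 (2.28) and Cx3cr1 (2.13) were higher and Cd7 lower (1049 and 393 CPM, 0.348 [0.302–0.400]). The apoptosis list had medians of 0.08 in hepatocyte-like cells after the shift, 0.00 in macrophage-like, 0.01 in T-like and −0.04 in endothelial-like cells.

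**Figure D5:**
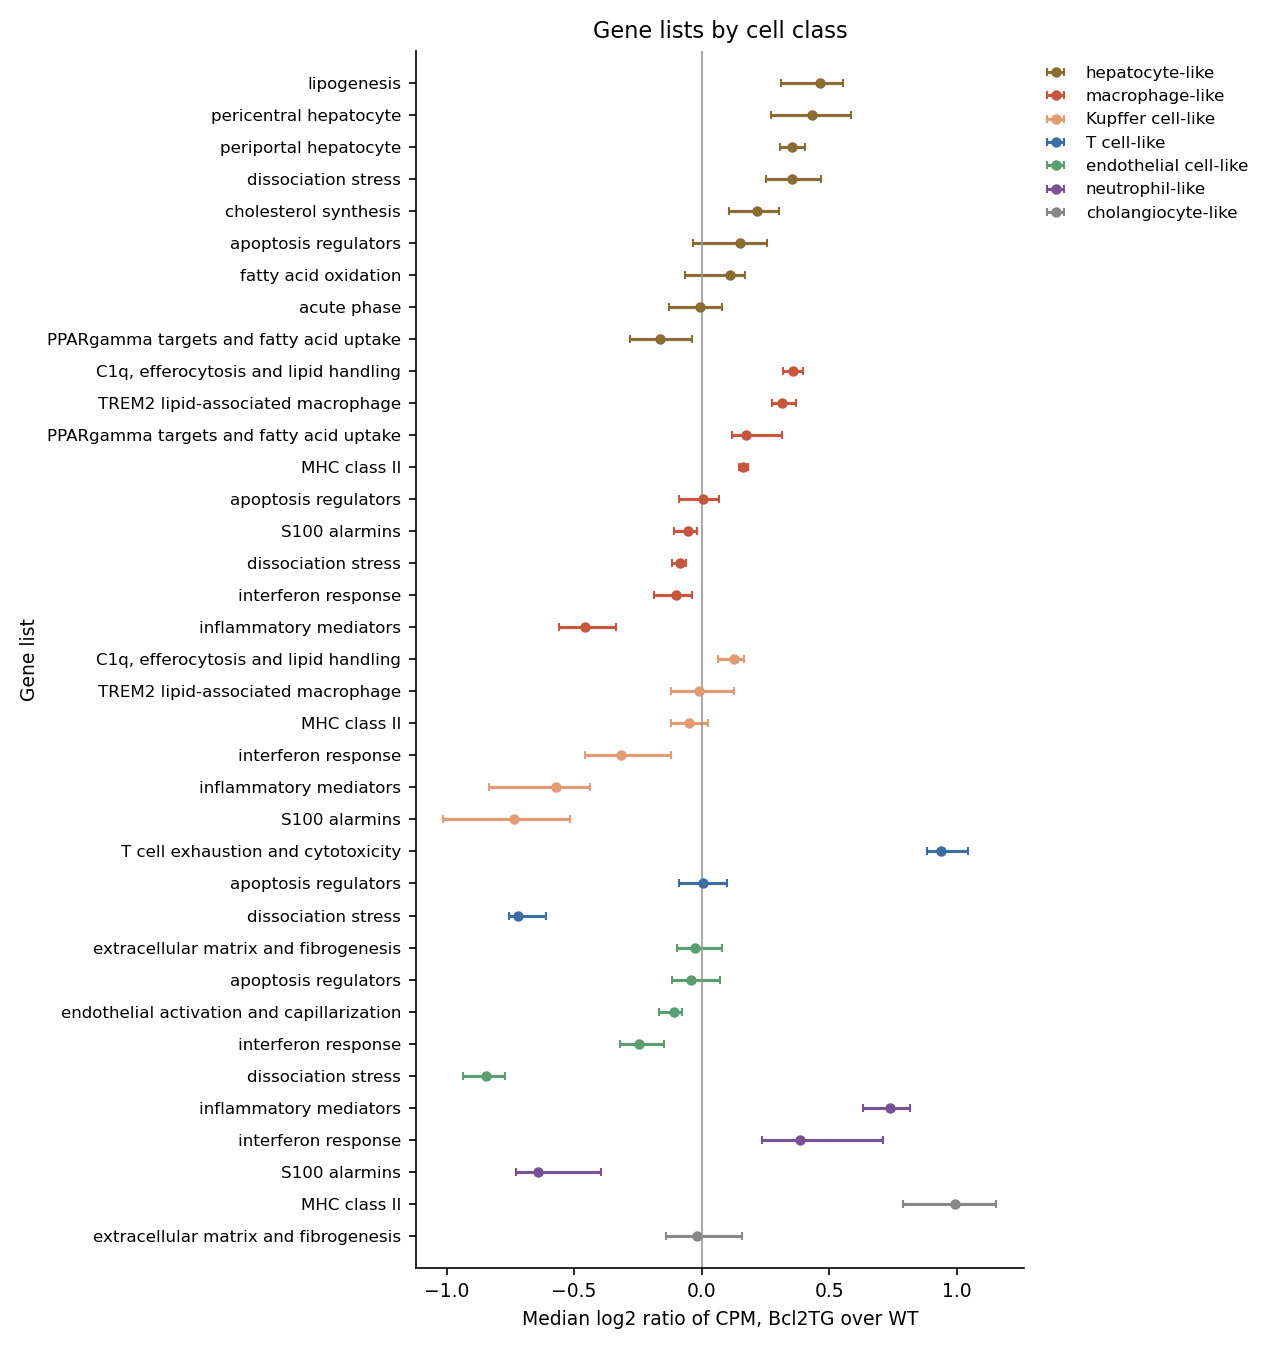
Median log2 ratio, Bcl2TG over WT, of each gene list per cell class, with intervals over counting error. The exhaustion list in T-like cells and MHC class II in cholangiocyte-like cells lay highest.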

Values the study reported

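The study reported 17,031 liver cells across both genotypes, which it grouped into 14 cell populations. It counted 704 cells in WT mice and 118 cells in Bcl2AdTG mice in its cluster of macrophages expressing S100a8. Apart from the single-cell data, it reported fewer S100A8-positive macrophages in Bcl2AdTG livers by staining with the macrophage marker IBA1. It also reported S100A8-positive macrophages by flow cytometry of reporter mice. Neither can be checked with the libraries used here. For its TREM2-positive macrophages, it gave 1,142 cells in WT mice and 1,171 cells in Bcl2AdTG mice. In whole liver on HFD, the study reported lower Cd36 and lipogenic genes in Bcl2AdTG than in WT mice. For the lipogenic genes the diet was shorter than here. A rise of PPARgamma targets with HFD, among them Cd36, Ucp2, Plin2 and Cidec, was reported as weaker in Bcl2AdTG mice. That result came from whole-liver RNA-seq, also after a shorter diet than here. In the hepatocyte-like cells here most lipogenic genes, Cd36 and Ucp2 were higher, while Plin2 and Cidec were lower. Of the lipogenic genes, Fasn and Scd1, which the study gave as examples, were only slightly higher. The cause of the difference from the study was not tested.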

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

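The clusters of resolution 0.3, the shares outside the unnamed cluster and the values without the top cell were tests chosen only after the results were seen. No paired analysis was possible because each group had 1 library. A value was counted as reversed only where the interval of the reported value left out no change. Other sign changes are given apart and also count as stayed or moved. Of 94 alternative values of cell shares, 77 stayed within the interval, 14 moved and 3 reversed, and 16 others crossed 1. For single genes, 2520 of 2888 stayed, 349 moved and 19 reversed, and 69 others changed sign. For gene lists, 189 of 222 stayed, 33 moved and 0 reversed, and 11 changed sign, among them fatty acid oxidation in hepatocyte-like cells under TMM (−0.0237). Of 22 values of the S100a8 and Trem2 cells, 19 stayed, 2 moved and 1 reversed.

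Outside the hepatocyte-like clusters the ratio of shares was 0.934 for B-like cells, 0.540 for cluster 4, 1.42 for T-like cells, 1.13 for cluster 6, 0.893 for endothelial-like cells, 1.29 for macrophage-like cells (the fixed-rule S100a8 cluster, also 1.29) and 1.20 for Trem2-positive cells. Outside the hepatocyte-like and the unnamed S100a8 clusters it was 0.853 for B-like, 1.12 for Kupffer-like, 0.798 for NK-like, 1.30 for T-like, 1.01 for cholangiocyte-like, 1.03 for cluster 6, 0.815 for endothelial-like, 1.18 for macrophage-like, 0.983 for neutrophil-like and 0.796 for plasmacytoid dendritic-like cells. More WT than Bcl2TG cells leave the denominator, which lowers these ratios by construction. That of Kupffer-like cells is higher because the unnamed cluster also left the class. At resolution 0.3 the ratio was 1.41 for Kupffer-like cells, because the unnamed cluster left that class, and 0.215 for the unnamed cluster taken as the S100a8 cluster.

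With the mean of single-cell CPM the log2 ratio reversed for Ighg2b in B-like cells (0.44), Trem2 in cluster 4 (0.13), Cxcl10 (0.24), Mmp12 (−0.17) and S100a6 (0.14) in Kupffer-like cells of resolution 0.3, Bcl2 in T-like cells (0.00874), Pf4 (0.82) and Ppbp (0.27) in cluster 6, and Oasl2 (−0.00300) and S100a4 (0.17) in neutrophil-like cells; the cause was not tested. Under TMM it reversed for C1qc in Kupffer-like cells of resolution 0.3 (−0.0142) and for Cyp2e1 (−0.0467), Hadhb (−0.0237) and Saa1 (−0.0237) in hepatocyte-like cells, by the shift of all genes. With the top cell left out it reversed for S100a8 in cholangiocyte-like cells (−0.23), Pf4 (0.81) and Ppbp (0.0866) in cluster 6 and Rsad2 in macrophage-like cells (0.0791), which rested on that cell. Without doublet removal S100a8 in endothelial-like cells reversed to 1.04; the cause was not tested.

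The lipogenesis list in hepatocyte-like cells had a median of 0.56 with a prior of 1 CPM, which shrinks ratios less. Under TMM the TREM2 list in macrophage-like cells had 0.27 and the exhaustion list in T-like cells 0.86, by the shift. With at least 10 summed counts the exhaustion list, of whose 11 genes 10 were already measured, had 0.80. That minimum leaves the value of a single gene as it is and gave no gene values. With at least 500 genes per cell, without doublet removal and without integration, Kupffer cells joined the macrophage-like cluster, so cluster 4 had no value.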

Other observations

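Tests chosen only after the result was seen were all 3 tests of the unnamed cluster (RNA from several cell types, doublets and S100a8 by macrophage marker), both tests of S100a8 in macrophage-like cells, the clock medians after the shift, and the values of cluster 6 and of single cells given here. Cluster 6, led by cycling and dendritic cell markers, had higher Cd3e in Bcl2TG (30.2 and 82.8 CPM, 2.74 [2.31–3.26]), Gzmb (3.25) and Ccl5 (2.96), while Mki67 had a ratio of 0.874. Some large ratios rested on single cells: 1 WT cell held 99.7% of Pf4 and 99.9% of Ppbp in cluster 6, and 1 Bcl2TG cell held 93.8% of S100a8 in cholangiocyte-like cells.

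The fixed-rule S100a8 cluster, chosen with all UMIs and not the richest after thinning, held 856 WT and 896 Bcl2TG cells. The Bcl2TG count is higher than the one quoted from the study above, for a cluster found by another rule, with names rebuilt here. The unnamed S100a8 cluster of resolution 0.3 held 743 WT and 113 Bcl2TG barcodes. Both counts lie close to those quoted from the study above, but whether it is the same cluster was not tested, as the cell labels of the study were not used here. The macrophage-like cluster with the Kupffer-like part of resolution 0.3 held 1235 WT and 1275 Bcl2TG cells, 11.5% and 16.8% of the kept cells (ratio 1.46 [1.35–1.58]). It is not known to be the population that the study counted as TREM2-positive.

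The unnamed S100a8 cluster of resolution 0.3 was larger in WT. RNA of several cell types in 1 droplet is a candidate explanation: at 500 UMIs, 87.9% of its WT and 76.1% of its Bcl2TG barcodes held markers of at least 3 of 5 lineages, against 3.82% and 4.90% of T-like cells and 28.7% and 30.6% of Kupffer-like cells. The shares were 27.8% and 30.7% in B-like and 12.4% and 14.4% in hepatocyte-like cells. T-like cells are deeper, and their own lineage was not among the 5. The 5 include neutrophil, with S100a8 as a marker, and Kupffer, so the way the cluster was found can raise its share. Doublets of whole cells are argued against by its median depth, 34.8% of that of all kept WT cells and 36.6% in Bcl2TG, although its median Scrublet score was above that of all kept cells in Bcl2TG (0.0442 and 0.0353) and below it in WT (0.0295 and 0.0587). Macrophages expressing S100a8 cannot be told apart from this: an S100a8 UMI was found in 32.3% of the WT barcodes with and 26.8% of those without a macrophage or Kupffer marker, a ratio of 1.21 [0.661–2.45], with only 41 barcodes without one. An earlier test of that explanation used WT, with 27.5 UMIs of other neutrophil genes per 100 of S100a8 and S100a9 against 19.8 in neutrophil-like cells. Macrophage markers were at 29.2% of their macrophage-like level. In Bcl2TG these values were 87.6 [70.0–108] against 18.2, and 31.6%. That test had decided nothing, and the test by marker replaced it after that was seen. An effect of genotype stays open.

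S100a8 in the macrophage-like cluster was higher in WT. Free RNA from neutrophils is a candidate source: the thinned share in macrophage-like over T-like cells was 0.938 [0.315–2.74] in Bcl2TG, an interval that leaves a higher level there open. The test for S100a8 expressed by macrophage-like cells asked for a ratio above 2 in WT, where it was 0.836 [0.464–1.496]. It cannot decide this, since free RNA did not give equal levels in these classes of unlike depth. Alb was at 357 and 460 CPM in macrophage-like cells and at 544 and 1032 CPM in T-like cells. Igkc was at 111 and 47.8 CPM against 69.1 and 56.2 CPM. The CPM values do not decide it either. By CPM, S100a8 in macrophage-like over T-like cells was 1.13 [0.910–1.42] in WT, an interval that includes 1. In Bcl2TG it was 1.87 [1.28–2.79], above 1, but 1 cell held 35.8% of the macrophage-like counts. Expression of S100a8 by macrophage-like cells stays open.

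Clock genes were higher in Bcl2TG. A clock phase difference shared by cell classes had its signs in 4 of 5 classes, clearly in hepatocyte-like (median log2 ratio of the Nr1d1 phase 0.51 after the shift, 7 of 7 genes higher) and endothelial-like cells (1.44, 7 of 7). It was weak in macrophage-like (0.19, 4 of 7) and B-like cells (0.11 after the shift, 5 of 7, on few counts) and absent in T-like cells (−0.01, 3 of 7). Hepatocyte free RNA is argued against, since the endothelial-like level of Nr1d1, Nr1d2 and Dbp in Bcl2TG was 12.3 times what it would give. Livers collected at different times of day may give such values in hepatocyte-like and endothelial-like cells, but the design cannot separate that from genotype.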
